# RGB1 Regulates Grain Development and Starch Accumulation Through Its Effect on *OsYUC11*-Mediated Auxin Biosynthesis in Rice Endosperm Cells

**DOI:** 10.3389/fpls.2021.585174

**Published:** 2021-03-31

**Authors:** Dongping Zhang, Minyan Zhang, Jiansheng Liang

**Keywords:** auxin, grain development, OsNF-YB1, *OsYUC11*, RGB1, rice, starch accumulation

## Abstract

RGB1, a subunit of heterotrimeric G protein, plays important roles in regulating grain size and weight of rice. However, the molecular mechanisms underlying controlling grain filling process by G protein are still largely unclear. In the present study, we show that RGB1 controls not only the grain size but also the grain filling process. Knock-down of *RGB1* significantly delayed grain development and reduced starch accumulation and grain weight, which was closely related to the delayed and the lower expression of genes encoding sucrose metabolism and starch biosynthesis related enzymes during grain filling stage. Suppression of *RGB1* expression also resulted in the lower auxin content in grains, which was correlated with the lower expression of *OsNF-YB1* and *OsYUC11* during grain filling stage. Further biochemical evidence showed that *OsYUC11* expression was under control of OsNF-YB1 by its interaction with promoter of *OsYUC11*. Taken together, we propose that RGB1 controls rice grain development and grain filling process by changing auxin homeostasis in endosperm cells. OsNF-YB1, which acts as a key downstream effector of RGB1, interacts directly with the promoter of *OsYUC11* and stimulates the *OsYUC11* expression, thereby regulating auxin biosynthesis and starch accumulation and grain size.

## Introduction

The rice grain weight is determined by both the grain sink size (numbers and size of endosperm cells) and the physiological and biochemical activities (sucrose metabolism and starch biosynthesis) of the endosperm cells for cereals (Liang et al., 2001). The rice grain is composed of the embryo and the endosperm, which is enclosed by a thin seed coat and covered by the spikelet hull (the husk), which physically restricts the size of caryopsis. The endosperm, which is the major sites storing starches and other nutritious compounds, occupies the bulk of the caryopsis. In this sense, the size and weight of the mature grain are mainly determined by the shape and size of the spikelet hull and the filling degrees of caryopsis (mainly endosperm), both of which varied greatly and controlled by different genetic and environmental factors. Rapid advances in rice functional genomics and the advent of next generation sequencing technologies have led to the recent cloning of a series of quantitative trait loci (QTLs)/genes to control grain size (length, width, thickness) and grain weight (see review by Li et al., 2018a, b; Supplementary Table 1). However, the underlying molecular mechanism regulating the grain development and grain filling processes remains elusive.

Heterotrimeric G protein (hereafter G protein)-mediated signal transduction pathway is considered as one of the most important signaling mechanisms that regulates various important physiological and molecular processes both in animals and plants (Jones and Assmann, 2004; Urano et al., 2013; Urano and Jones, 2014). In general, G protein is composed of three subunits, Gα, Gβ, and Gγ. Several researches showed that the Gβ and Gγ works as a single functional subunit (dimer) to regulate organ size (Urano et al., 2013). Rice genome encodes one Gα (RGA1), one Gβ (RGB1), and five Gγs (RGG1, RGG2, GS3, DEP1/qPE9-1, and GGC2), and evidence have shown all these G protein subunits play important roles in regulating rice grain size (Ashikari et al., 1999; Fujisawa et al., 1999; Huang et al., 2009; Zhou et al., 2009; Mao et al., 2010; Trusov et al., 2012; Liu et al., 2018; Sun et al., 2018; Zhang et al., 2019). RGA1 and two Gγ subunits, GGC2 and DEP1/qPE9-1, positively regulate rice grain size, whereas other three other Gγ subunits, RGG1, RGG2, and GS3, play opposite roles in grain size regulation (Oki et al., 2005; Huang et al., 2009; Zhou et al., 2009; Mao et al., 2010; Liu et al., 2018; Sun et al., 2018). Interestingly, both *RGB1*-knockdown lines and *RGB1*-overexpressing lines show smaller rice grain size as compared with the wildtype (Utsunomiya et al., 2011; Liu et al., 2018; Sun et al., 2018). A possible explanation is that Gγ and Gβ function as a dimer and their roles in regulating rice grain size depends on competitively coupling of Gβ with different Gγ subunits. Of course, other factors cannot be ruled out, such as MADS-domain transcription factor, BR transcription factor, BES1, etc. (Liu et al., 2018; Zhang et al., 2018).

Although G proteins play important roles in regulating grain size, the molecular mechanisms underlying controlling grain filling process by G protein are still largely unclear. In the present study, we provide both genetic and biochemical evidence to show that, RGB1 controls not only the grain size but also the grain filling process. Knock-down of *RGB1* significantly delayed grain development and reduced starch accumulation and grain weight, which was shown to be closely related to the delayed and the lower expression of genes encoding sucrose metabolism and starch biosynthesis-related enzymes during grain filling stage. We further showed that the lower auxin levels in the grains of the *RGB1*-knockdown lines are due to the lower expression of *OsYUC11* controlled by OsNF-YB1, a transcript factor. Exogenous auxin (NAA) application can partially recover the grain starch accumulation through stimulating the expression of sucrose metabolism and starch biosynthesis related genes.

## Materials and Methods

### Generations of Knock-Down Mutants Using RNA Interfering Technology

To generate RGB1 RNAi transgenic lines, a gene fragment of RGB1 was amplified from Nipponbare cDNA. A hairpin structure with two inverted repeat fragments was subsequently constructed and transferred into the plant binary vector pTCK303, expressed under the control of the maize ubiquitin promoter (Wang et al., 2004). The construct was transformed into the *Agrobacterium* strain EHA105 and used for plant transformation as described previously (Chen et al., 2014). The DNA fragments embracing the targets of the plant transformants were amplified for sequencing.

### Plant Growth Conditions and Treatments

The experiment was carried out at the farm of Yangzhou University (32°30′N, 119°25′E) during the rice (*Oryza sativa*) growing season, and in Hainan in winter seasons. At the heading stage, 200 uniformly growing and headed panicles (one to two panicles per plant) were chosen, and spikelets on the selected panicles with the same flowering date were labeled for each cultivar/line. The flowering date and position of each spikelet on the labeled panicles were recorded. Approximately 30 labeled panicles were sampled each time from flowering to maturity. Half of the sampled grains were frozen in liquid nitrogen for at least 2 min and then stored at −80°C for further analyses. The other half of the grains were dried at 80°C for approximately 72 h to a constant weight and used for starch analyses.

For exogenous NAA application, rice plants growing in the plastic pots (three hills per pot) under open field conditions were used. Each pot (0.6 m in height, 0.5, and 0.3 m in diameter at the top and bottom, respectively), was filled with sandy loam soil that contained the same nutrient contents as the field soil. The sowing date and cultivation were the same as those for the field experiment. After flowering, 10 μM NAA was sprayed at a rate of 5 ml per pot on the top of the plants (spikes) every 5 days until 30 DAF. The solutions contained ethanol and Tween-20 at final concentrations of 0.1% (v/v) and 0.01 (v/v), respectively. Control plants were sprayed with the same volume of deionized water containing the same concentrations of ethanol and Tween-20.

### Gene Expression Analysis

Total RNA was extracted from the grains or young panicle using the RNAprep Pure Plant Kit (Tiangen). The HiScript II Q Select RT SuperMix (Vazyme) was used for cDNA synthesis. The transcript levels of each gene were measured by qRT-PCR using a 7500 Real-Time PCR System (ABI) with PowerUp^TM^ SYBR^®^ Green Master Mix (Thermo Fisher Scientific). Gene expression was quantified during the logarithmic phase using the expression of the housekeeping gene Ubq (LOC_Os03g13170) as an internal control. Three biological replicates were performed for each experiment.

### Hormone Quantification

The IAA level was determined by Zoonbio Biotechnology Co., Ltd. Samples (0.5 g) were ground in a pre-cooled mortar that contained 5 ml of extraction buffer composed of isopropanol/hydrochloric acid. The extract was shaken at 4°C for 30 min. Then, 10 ml of dichloromethane was added, and the sample was shaken at 4°C for 30 min and centrifuged at 13,000 rpm for 5 min at the same temperature. The organic phase was dried under N_2_ gas, and the pellet was dissolved in 150 μl of methanol (0.1% methane acid) and filtered with a 0.22 μm filter membrane. The purified product was then subjected to high-performance liquid chromatography-tandem mass spectrometry (HPLC-MS/MS) analysis. HPLC analysis was performed using a ZORBAX SB-C18 (Agilent Technologies) column (2.1 mm × 150 mm; 3.5 mm). The mobile phase A solvents consisted of methanol/0.1% methanoic acid, and the mobile phase B solvents consisted of ultrapure water/0.1% methanoic acid. The injection volume was 2 μl. MS conditions were as follows: the spray voltage was 4,500 V; the pressures of the air curtain, nebulizer, and aux gas were 15, 65, and 70 psi, respectively; and the atomizing temperature was 400°C.

### Protein Blot Analysis

Rice grains (from 5 to 25 DAF) were homogenized in TEDM buffer (20 mM Tris/HCl, pH 7.5, 1 mM DTT, 5 mM EDTA, and 10 mM MgCl_2_) containing a complete protease inhibitor cocktail (Roche). The homogenate was centrifuged at 6,000 g for 10 min at 4°C to remove cellular debris, and the supernatant was clarified by centrifugation at 12,000 g for 10 min at 4°C. The soluble proteins were separated by SurePAGE (4–12%, Genscript) and blotted onto a PVDF membrane (Millipore). Anti-HSP82 antibodies were used as a loading control (Beijing Protein Innovation).

### Transcriptome Sequencing

For transcriptome sequencing, total RNA was extracted from the grains at 5 and 10 DAF, using the RNAprep Pure Plant kit (Tiangen). RNA integrity and quantity were determined with an Agilent 2100 Bioanalyzer according to the manufacturer’s protocol. Enrichment of mRNA from total RNA, complementary DNA synthesis, and construction of the library were performed at Vazyme Biotech. The total libraries were sequenced using an Illumina HiSeq X Ten platform. The raw reads were filtered by removing reads with adapters, reads in which unknown bases were >5%, and low-quality reads. The FASTQC program was used to assess the quality of the clean reads, which were then aligned to the rice reference genome Release 7 of the MSU Rice Genome Annotation Project using TOPHAT v.2.1.0 (Trapnell et al., 2012). CUFFLINKS v.2.1.1 was then used to normalize and estimate the gene expression level according to fragments per kilobase of transcript per million reads (FPKM, Mortazavi et al., 2008). The differentially expressed genes (DEGs) were also calculated using CUFFLINKS v.2.1.1 at a significance level of *q* < 0.05 and the absolute value of log2 ratio ≥1.

### Electrophoresis Mobility Shift Assay (EMSA)

The flag-OsNF-YB1 protein was expressed using Gzl Custom Cell Free Protein Expression Kit (GZL bioscience). DNA probes in a length of 59 nt were commercially synthesized by GENEWIZ Biological Technology and labeled with an EMSA Probe Biotin Labeling Kit (Beyotime, Cat No. GS008). DNA binding was performed in a 10-L reaction volume containing EMSA/Gel-shift binding buffer (Beyotime), 2 nmol biotin-labeled probe, and 5 nmol purified recombinant protein. Non-labeled DNA oligos were used as competitor. Recombinant protein was pre-incubated with the EMSA/Gel-shift binding buffer for 20 min at 25°C prior to the addition of the biotin-labeled probe and further incubated at 25°C for 20 min. A 6% (W/V) polyacrylamide gel was pre-run for 30 min, and then the binding reaction is subjected to gel electrophoresis. The DNA probes were then transferred to a charged nylon membrane (Beyotime), detected by streptovidin-HRP (Beyotime), and finally visualized using enhanced chemiluminescence (Pierce).

### Statistical Analysis

Data are presented as mean ± *SD*. The SPSS16.0 software was used for all statistical analysis. Statistical significance was determined by independent biological samples student’s *t*-test for comparison of two groups and one way ANOVA for comparison of three or more groups. Differences were considered statistically significant when *P* < 0.05. *P-*values are indicated by “*” when *P* < 0.05 or “**” when *P* < 0.01.

## Results

### *RGB1* Positively Regulates Both Grain Size and Grain Filling

Previous studies have showed that *RGB1* play important roles in regulating growth and development of rice plants (Utsunomiya et al., 2011; Sun et al., 2018). However, it remains largely unknown how the grain development and grain filling is regulated by *RGB1*. To investigate the molecular mechanisms of RGB1 regulation on grain development and grain filling, we used Wuyujing 8 (hereafter *WYJ8*) as background, to generate two *RGB1* RNA-interfered transgenic lines (hereafter *RGB1Ri-5* and *RGB1Ri-6*). Compared with *WYJ8*, the grain RGB1 protein levels were significantly lower in the *RGB1Ri-5* and *RGB1Ri-6* lines, measured by Western blot assay using an RGB1-specific antibody (Figure 1A). The final grain size, including the length, width, and thickness of grains, of two transgenic rice lines with suppressed expression of *RGB1* were markedly reduced, and consequently, the final grain weight reduced significantly, compared with *WYJ8* (Figures 1B–F), which was very similar to the phenotype observed in several other reports (Utsunomiya et al., 2011; Sun et al., 2018). Furthermore, the grain starch content of *RGB1Ri* lines was also lower than that of *WYJ8* (Figure 1G). We further tracked the caryopsis development and dry matter accumulation after flowering, and the caryopsis size and grain weight of *WYJ8* increased rapidly and maximal values were reached at 25 DAF. However, the increase of caryopsis size was obviously delayed and the dry matter accumulation of grains much slowly during the early stage of grain filling of *RGB1Ri* lines (Figures 1H,I). These results implied that *RGB1* might also be involved in regulating the grain filling processes as well as the grain size.

**FIGURE 1:**
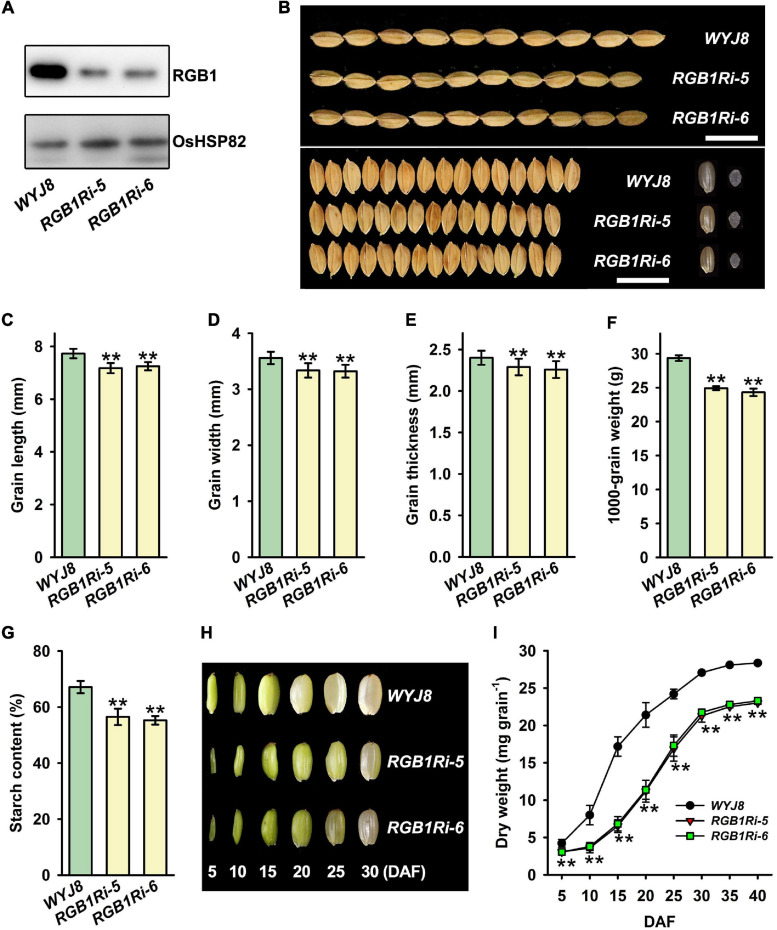
Comparison of grain size and dry weight accumulation between wildtype (*WYJ8*) plant and RGB1 RNA-interfered transgenic lines. **(A)** Immunoblot analysis of the transgenic plants. Total proteins are extracted from the panicles, and 10 μg protein was used for western blotting. **(B)** Grain morphology (size and shape). Scale bar: 15 mm. **(C–F)** Comparison of grain size and weight between wild type (*WYJ8*) and RGB1 RNA-interfered transgenic lines: **(C)** Grain length; **(D)** Grain width; **(E)** Grain thickness; **(F)** 1,000-grain weight. **(G)** The grain starch content. **(H)** The changes of caryopsis morphology at different days after flowering. **(I)** Changes in grain weight during grain-filling. Data are shown as means ± *SD*s (*n* = 15). **Means significant differences when *P* < 0.01.

### *RGB1* Enhances the Expression of Genes Associated With Sucrose Metabolism and Starch Biosynthesis

To investigate how *RGB1* regulates the grain development and starch biosynthesis, the expression profiles of genes in caryopsis of *WYJ8* and *RGB1Ri-5* line at 5 and 10 DAF were analyzed, using the RNA-seq assay. 

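Caryopses of *WYJ8*, the wildtype background, and of *RGB1Ri-5*, 1 of the *RGB1* RNA-interfered lines, were compared at 5 and 10 DAF, with 3 libraries for each genotype and stage and 12 libraries in all. The authors mapped the reads to Release 7 of the MSU rice annotation and deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped reads of the library) that they computed with Cufflinks. Only FPKM were used here, so the number of reads behind each value is unknown and no counting error is given. Between 27055 and 29576 genes were listed per library, 35587 genes in at least 1 library and 23206 in all 12. A gene not listed in a library was taken as 0 FPKM there. The comparisons covered the 21470 genes with a mean of at least 1 FPKM over the 12 libraries, of which 974 were not listed in at least 1 library. A pseudocount of 1 was added and log2 values of the 12 libraries were fitted with limma in a single model with a mean-variance trend. As in the paper's thresholds, a gene was taken as differentially expressed with an adjusted p-value (Benjamini-Hochberg) under 0.05 and a log2 fold change of at least 1 in either direction.
Across the tested genes, log2 values of replicate libraries had Pearson's r of 0.971 to 0.990 within *WYJ8* at 5 DAF, *RGB1Ri-5* at 5 DAF and *WYJ8* at 10 DAF, and of 0.899 to 0.959 within *RGB1Ri-5* at 10 DAF. These correlations are across genes, which are not independent replicates. The sum of FPKM per library lay between 543480 and 618797. In *WYJ8* at 10 DAF, the 100 highest genes of each library held 50.6% ± 2.07 (SD, n = 3) of this sum, compared with 17.8% ± 3.98 (SD, n = 3) in *WYJ8* at 5 DAF, 16.4% ± 1.34 (SD, n = 3) in *RGB1Ri-5* at 5 DAF and 15.2% ± 3.56 (SD, n = 3) in *RGB1Ri-5* at 10 DAF. The median FPKM of the tested genes was 5.11 ± 0.187 (SD, n = 3) in *WYJ8* at 10 DAF and 10.1 ± 0.750, 10.2 ± 0.313 and 10.2 ± 1.16 (SD, n = 3 each) in the other groups, in the same order. Both differences were larger than the spread between replicates. No sequencing date or library batch is given for the samples, so no batch could be tested.

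**Figure D1:**
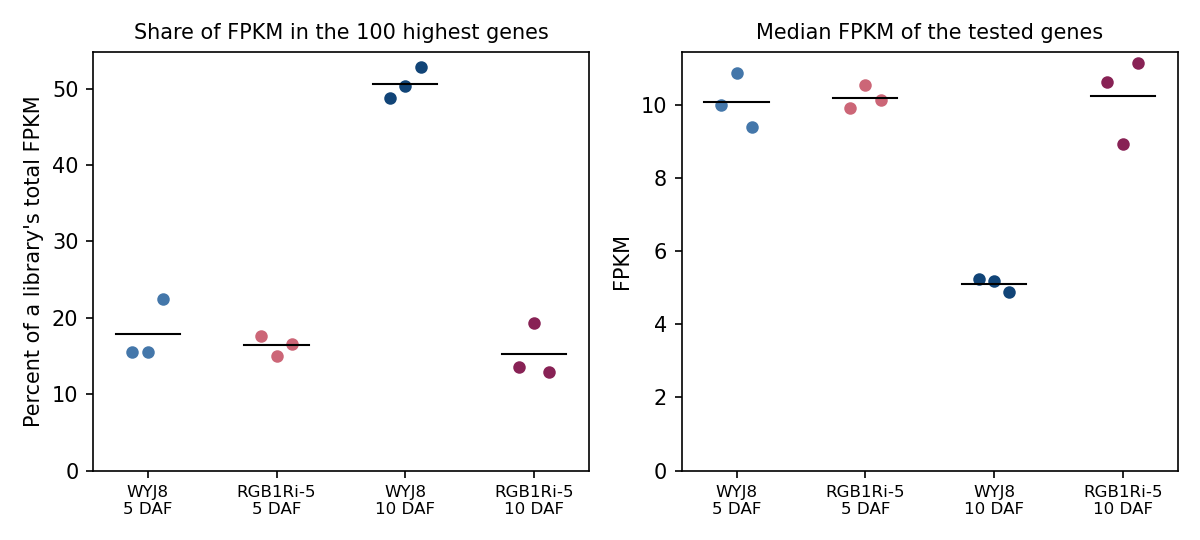
Share of each library's total FPKM in its 100 highest genes (left, percent) and median FPKM of the tested genes (right). Each point is a library and each bar the mean of 3 libraries; the *WYJ8* 10 DAF libraries lie between 48.7% and 52.8% on the left, and the other libraries at 22.4% or lower.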

Approximately 3,216 and 3,363 genes that were up- or downregulated, respectively, in *RGB1Ri-5* compared with *WYJ8*, were identified at 5 DAF. 

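At 5 DAF, 4470 of the 21470 tested genes were differentially expressed, 2309 upregulated and 2161 downregulated in *RGB1Ri-5*. The median log2 fold change of all tested genes was -0.07. Of the alternatives tried, leaving out the fold limit moved this count most, to 10982 genes. With each library of the 2 groups left out in turn, between 4250 and 4712 genes were differentially expressed. The replicate numbers were also fitted as a block across the 4 groups, which gave 2301 upregulated and 2158 downregulated genes. After removal of group means, same-numbered libraries of the 2 genotypes had a mean correlation of -0.16 across genes at this stage. The mean for libraries of other numbers, 0.08, is largely fixed by that removal and is no separate comparison.
Among genes with a mean of at least 10 FPKM and no overlap between the genotypes, LOC_Os05g33150 had the largest increase. It lies on chromosome 5 from 19445897 to 19447492 and was at 1276 ± 490 FPKM (SD, n = 3) in *RGB1Ri-5* and 0.555 ± 0.166 FPKM (SD, n = 3) in *WYJ8* at 5 DAF, a log2 fold change of 9.62 (SE 0.25, adjusted p = 9.14e-10, limma). LOC_Os11g33000, on chromosome 11 from 19509287 to 19509923, had the largest decrease. It was at 5829 ± 2673 FPKM (SD, n = 3) in *WYJ8* and 3.67 ± 1.53 FPKM (SD, n = 3) in *RGB1Ri-5*, a log2 fold change of -10.25 (SE 1.08, adjusted p = 1.45e-05, limma). This gene lies within a stretch of chromosome 11, from 19362541 to 20500414, that holds 4 genes expressed in all libraries of 1 genotype and nearly absent from all libraries of the other. LOC_Os11g33000 is not among these 4. Its *RGB1Ri-5* libraries at 10 DAF were at 87.9, 2662 and 54.5 FPKM, with a log2 fold change of -5.24 at that stage.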

The numbers of upregulated genes at 10 DAF decreased to 2,832 and those of downregulated genes increased to 3,398, respectively (Supplementary Figure 1A). 

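At 10 DAF, 8527 tested genes were differentially expressed, of which 7811 (91.6%) were upregulated and 716 downregulated in *RGB1Ri-5*. The log2 fold change of all tested genes had a median of 0.80 at this stage, so these directions are relative to FPKM as the authors scaled them. After each library was rescaled by the median of its ratios to the gene-wise geometric mean, this median was 0.00, and 1986 genes were upregulated (50.4%) and 1952 downregulated. The 1986 genes were all among the 7811, and the 716 among the 1952. With quantile normalization, 54.0% of 3551 differentially expressed genes were upregulated and the median was 0.06. When the 100 genes with the highest mean were left out of each library's total, 72.8% of 4761 genes were upregulated and the median was 0.30. With an equal total for every library, 93.7% of 10965 genes were upregulated and the median was 0.98. Leaving out each library of the 2 groups in turn gave between 7604 and 10050 differentially expressed genes. With the replicate numbers as a block, 7816 genes were upregulated and 713 downregulated. Same-numbered libraries of the 2 genotypes had a mean correlation of -0.10 after removal of group means.
A total of 2023 genes were differentially expressed at both stages. Of these, 916 were upregulated and 389 downregulated at both, 671 were down at 5 DAF and up at 10 DAF, and 47 the reverse. Under the median-of-ratios rescaling, 1537 genes passed at both stages, 408 upregulated and 693 downregulated at both.
By the same ranking, LOC_Os10g42020 had the largest increase at 10 DAF. It lies on chromosome 10 from 22587835 to 22592132 and was at 489 ± 213 FPKM (SD, n = 3) in *RGB1Ri-5*. In *WYJ8* it was at 0.128 ± 0.221 FPKM (SD, n = 3) and not listed in 2 of the 3 libraries. Its log2 fold change was 8.66 (SE 0.30, adjusted p = 1.61e-08, limma), and 8.00 at 5 DAF. LOC_Os07g10570, on chromosome 7 from 5736874 to 5737846, had the largest decrease. It was at 8512 ± 1219 FPKM (SD, n = 3) in *WYJ8* and 75.2 ± 127 FPKM (SD, n = 3) in *RGB1Ri-5*, a log2 fold change of -9.36 (SE 1.47, adjusted p = 0.000117, limma).

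**Figure D2:**
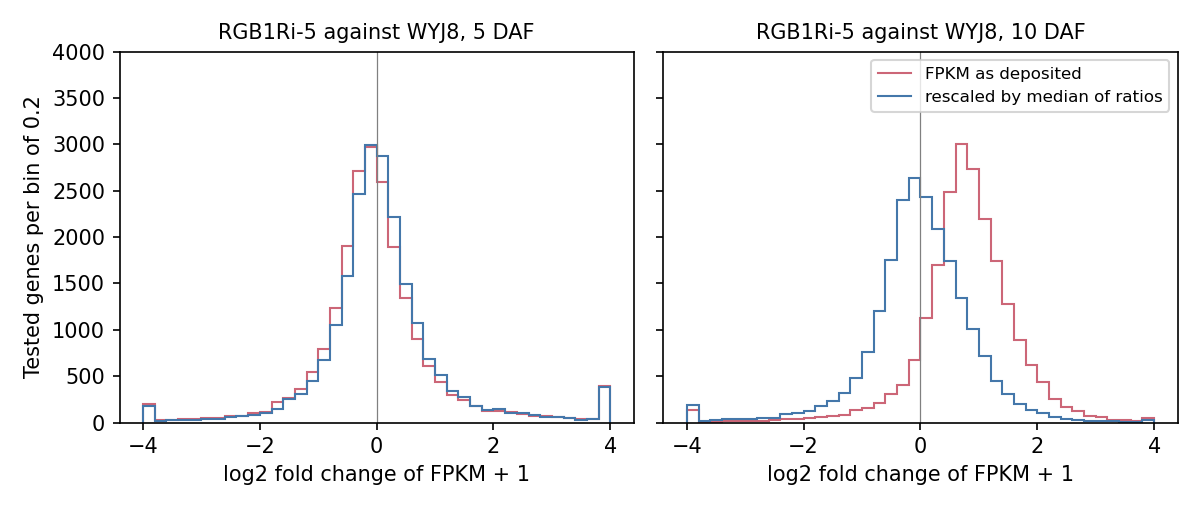
Number of tested genes (y axis) by log2 fold change of *RGB1Ri-5* against *WYJ8* (x axis, bins of 0.2) at 5 DAF (left) and 10 DAF (right), for FPKM as deposited and after the median-of-ratios rescaling. The outermost bins also hold all genes beyond -4 and 4. The medians at 10 DAF are 0.80 as deposited and 0.00 after rescaling.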

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed that these differently expressed genes (DEGs) were significantly enriched for “sucrose metabolism and starch biosynthesis” and “plant hormone transduction” (Supplementary Figure 1B), suggesting that *RGB1* may regulate sucrose metabolism and grain starch synthesis through manipulating hormone homeostasis and/or hormone-mediated signaling.

To validate the above hypothesis, we analyzed the expression patterns of DEGs for sucrose metabolism and starch synthesis (29 genes) and grain development regulation (17 genes). The results indicated that the expression of about 70% of the sucrose metabolism and starch biosynthesis-related genes and all the grain development-related genes were upregulated in *WYJ8*, compared with that in *RGB1Ri-5* line (Figure 2A). These results were consistent with our observation that *RGB1* positively regulate grain filling and starch accumulation. We further analyzed the dynamic expression patterns of these genes in grains of *WYJ8* and *RGB1Ri* lines during grain filling period using both real-time quantitative PCR and Western blotting assay. As shown in Figure 2B, the dynamic expression patterns of all 12 sucrose metabolism and starch biosynthesis-related genes could be roughly divided into three groups. *OsAGPS2a*, *OsAGPS2b*, *OsISA2*, *OsSSSI*, *OsSSSIIa*, and *OsPUL* belonged to the first group, of which their transcript levels rapidly increased after flowering, and reached their maximal levels at 20 DAF, and then decreased both in *WYJ8* and in *RGB1Ri* lines. However, the expression levels of these six genes in grains of *WYJ8* were higher than in the *RGB1Ri* lines, especially during the early stage of grain filling. The second group included *OsISA1*, *OsBE1*, and *OsBEIIb*, and the transcript levels of these three genes increased in grains of all genotypes, but the time reached maximal levels, which was different between genotypes. The maximal transcript levels of these genes in *WYJ8* grains were detected at 10 DAF, which was much earlier than those of the *RGB1Ri* lines. *OsAGPL2*, *OsSSSIIIa*, and *OsGBSSI* genes belonged to the third group, of which the transcript level in the grains of the *WYJ8* line was higher at the early stage of grain filling, whereas the transcript levels in the grains of the *RGB1Ri* lines increased rapidly after 10 DAF and kept much higher levels thereafter. The Western blotting results were well consistent with the RT-PCR results, of which the protein level of OsSSSIIa, OsBEI, OsBEIIb, OsSSSI, and OsGBSSI were much lower in grains of *RGB1Ri-5* line at the early stage of filling (Figure 2C). Taken together, these results indicate that *RGB1* play key roles in controlling grain filling through its effects on the expression of genes encoding sucrose metabolism and starch biosynthesis-related enzymes, especially at the early stage of grain filling.

**FIGURE 2:**
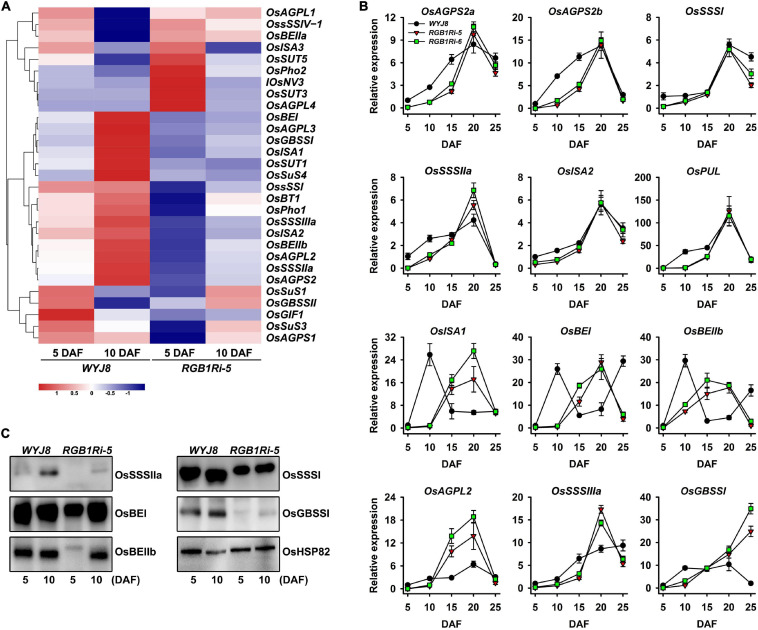
Expressional profiles of sucrose metabolism and starch synthesis related genes during grain filling stage of *WYJ8* plant and *RGB1Ri lines*. **(A)** Heat maps of differentially expressed genes (DEGs) involved in the starch biosynthesis. The maps were plotted using the value of RPKM for each gene in the different samples: blue indicates low values; red indicates high values. The indicated scale is the log2 value of the normalized level of gene expression. **(B)** qRT-PCR analysis showing the changes of genes encoding sucrose metabolism and starch biosynthesis-related enzymes during grain filling (from 5 to 25 DAF). **(C)** Western blotting assay showing the changes of the levels of several enzymes/proteins related to starch biosynthesis at the early stage of grain filling (5 and 10 DAF).

### *RGB1* Stimulates Accumulation of IAA by Regulating the Expression of Auxin Biosynthesis-Related Genes

It is well known that grain development and sucrose metabolism and starch biosynthesis are highly regulated by both the genetic and the environmental cues. Plant hormones are involved in the regulation of many aspects of grain development, and sucrose metabolism and starch biosynthesis (Tang et al., 2009; Yang and Zhang, 2010; Hu et al., 2013; Zhang et al., 2014; Zuo and Li, 2014). Our previous study and other research groups’ results clearly showed that auxin plays important roles in these processes (Zhao, 2008; Ghorbani et al., 2011; Abu-Zaitoon et al., 2012; Zhao et al., 2013; Tamaki et al., 2015; McAdam et al., 2017). However, the molecular basis of auxin accumulation in rice grains is largely unclear. Based on the results of RNA-seq assay and the KEGG pathway enrichment analysis, we found that there were 77 DEGs involved in auxin biosynthesis and metabolism, transport, and signaling during the grain filling period (Supplementary Figure 2). Among them, six auxin biosynthesis genes were upregulated in the *WYJ8* grains at 10 DAF, compared with those in the *RGB1Ri-5* line (Figure 3A), implying that *RGB1* positively regulates sucrose metabolism and starch biosynthesis probably through controlling IAA biosynthesis in grains.

**FIGURE 3:**
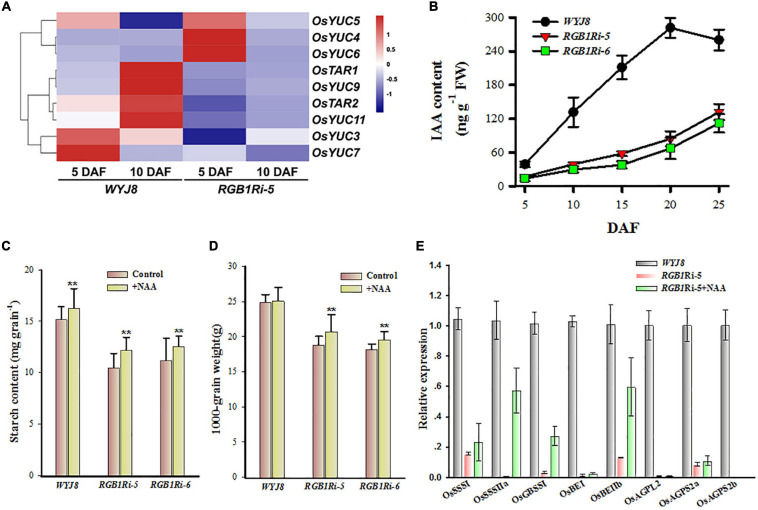
Expressional profiles of auxin biosynthesis-related genes and changes in IAA in grains of *WYJ8* plant and *RGB1Ri* line and effects of application of NAA on starch biosynthesis. **(A)** Heat maps of differentially expressed genes (DEGs) involved in auxin biosynthesis. The maps were plotted using the value of RPKM for each gene in the different samples: blue indicates low values; red indicates high values. The indicated scale is the log2 value of the normalized level of gene expression. **(B)** Changes in IAA level in rice endosperm cells of different genotypes during grain filling stage. **(C)** Effects of exogenous auxin (NAA) application on starch accumulation of grains of different genotypes. **(D)** Effects of exogenous auxin (NAA) application on grain weight of different genotypes. **(E)** Effects of exogenous auxin (NAA) application on the expression of genes related to sucrose metabolism and starch biosynthesis at 10 DAF. Data are shown as means ± *SD*s (*n* = 5). **Means significant differences when *P* < 0.01.

To validate this hypothesis, we measured the endogenous IAA content of grains during the grain filling period. The results showed that the *WYJ8* grain IAA content increased almost linearly after flowering and reached its maximal value at 20 DAF, whereas those of the *RGB1Ri* lines increased much slowly, especially at the early stage of grain development, and kept much lower levels throughout all experimental period (Figure 3B). Application of NAA after flowering accelerated starch accumulation and enhanced the final grain weight significantly of *RGB1Ri-5/6* lines (Figures 3C,D). NAA application also stimulated the expression of *OsSSSI*, *OsSSSIIa*, *OsGBSSI*, *OsBEIIb*, and *OsAGPS2a*, but had no effects on the expression of the other seven genes in Figure 2, compared with the no-NAA-treated *RGB1Ri-5* line (Figure 3D). All these indicate positive correlations between IAA and sucrose metabolism and starch biosynthesis and between *RGB1* expression and grain IAA level. So, it is reasonable to assume that *RGB1* stimulates grain filling, and sucrose metabolism and starch biosynthesis largely through influencing auxin biosynthesis.

In higher plants, the *de novo* IAA biosynthesis is *via* TAR/YUCCA pathway. Our RNA-seq analysis results, revealed that several auxin biosynthesis genes, including *YUCs* and *TARs*, were downregulated in grains of *RGB1Ri* lines either at 5 DAF or 10 DAF (Figure 3A). There is evidence that IAA plays several distinct roles at different stages of endosperm development (see review by Figueiredo and Köhler, 2018; Basunia and Nonhebel, 2019). These differing roles require strong localized control of IAA biosynthesis by specific enzymes. According to the public available expression data, three genes, *OsYUC9*, *OsTAR1*, and *OsYUC11*, are specifically and highly expressed in rice endosperm cells (Figure 4A). Our qRT-PCR results showed that the transcript levels of all three genes increased at the early filling stage of wildtype grains, whereas those in *RGB1Ri* lines kept lower at the same stage of grain filling and increased until 15 DAF (Figure 4B and Supplementary Figure 3A), suggesting their involvement in IAA biosynthesis in grains. However, among three genes, only the expression of *OsYUC11* was significantly correlated to the grain IAA levels (Figure 4C and Supplementary Figure 3B). If we considered the temporal expression patterns of *OsYUC11* combined with the results of the initiation of rapid accumulation of IAA and starch in grains of both wildtype and *RGB1Ri* lines (Figures 1I, 3B), it is reasonable to assume that various auxin biosynthesizing genes may control auxin production in different organs/tissues and the endosperm-specific *OsYUC11* gene is the most important one that is responsible for auxin biosynthesis of grains during filling stage, and that *RGB1* stimulates auxin accumulation through enhancing the expression of *OsYUC11* gene in grains.

**FIGURE 4:**
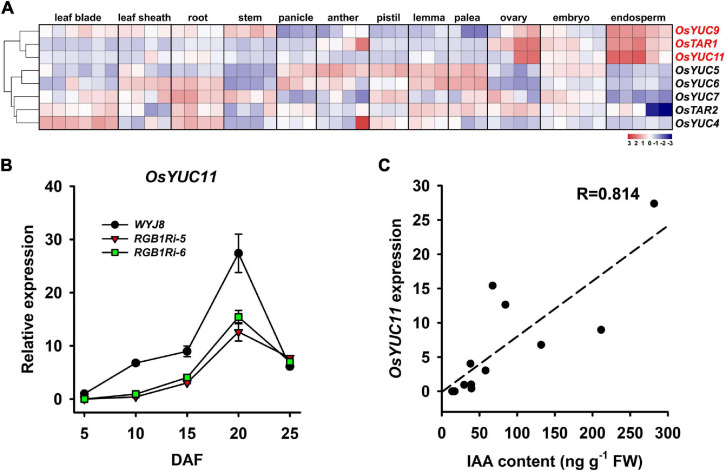
Tissue-specific expressions of *OsYUC11* and its relation to auxin content of grains**. (A)** Expression analysis of *OsYUC11* in public microarray data. The maps were plotted using the value of normalized signal intensity for each gene in the different samples: blue indicates low values; red indicates high values. The indicated scale is the log2 value of the normalized level of gene expression. **(B)** qRT-PCR analysis showing the expression of *OsYUC11* in the grains of *WYJ8* and *RGB1Ri* lines during filling stage. **(C)** The relationship between the expressional levels of *OsYUC11* and IAA content in grains.

### RGB1 Regulates Expression of *OsYUC11* Probably Through *OsNF-YB1*

The results above showed that RGB1 regulates grain development and sucrose metabolism and starch accumulation probably through stimulating the expression of endosperm-specific *OsYUC11*, which enhances auxin biosynthesis in endosperm cells. However, how RGB1 regulates the expression of *OsYUC11* is still elusive. In the present experiment, we first analyzed the promoter of *OsYUC11* that might bind and regulate *OsYUC11* expression using PlantPAN 2.0 database. The results showed that there were 305 putative transcript factors, which might bind to the promoter of *OsYUC11* (Figure 5A and Supplementary Table 2). 

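Supplementary Table 2 lists 1398 predicted sites in the *OsYUC11* promoter. Of these, 1258 belong to 302 factors entered with a gene identifier, in 31 families or combinations of families, and the rest to 27 motif entries without a gene. The largest group is WRKY with 49 factors, and 4 factors are NF-YB proteins. The 4 NF-YB entries have the identical 42 predicted sites, 3 of them with the full similarity score of 1: CCAAT at position -563 and at -315 on the plus strand and ATTGG at -560 on the minus strand, in the table's numbering. MSU identifiers are given for 127 of the factors. They name 128 genes, of which 126 were listed in at least 1 library and 110 were tested.
In *RGB1Ri-5* at 5 DAF, 11 of these 110 genes (10.0%) were downregulated, compared with 10.1% of the other tested genes (2-sided Fisher's exact test, p = 1), and 6 (5.45%) were upregulated, compared with 10.8% (exact p = 0.0874, adjusted over the 6 tests of this family p = 0.175). At 10 DAF, 3 (2.73%) were downregulated, compared with 3.34% of the others (exact p = 1), and 62 (56.4%) were upregulated, compared with 36.3% (odds ratio 2.27, exact p = 2.36e-05, adjusted p = 0.000141). Adjusting p over the 110 genes alone gave the same counts. The number upregulated at 10 DAF changed most with the scaling and was 26 under the median-of-ratios rescaling. Among all 21470 tested genes the upregulated fell too, from 7811 to 1986. The excess was not tested under that rescaling, so the lower number does not show a smaller excess. Of the 110 genes, 2 were downregulated at both stages, 5 were upregulated at both, and 5 were downregulated at 5 DAF and upregulated at 10 DAF.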

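Of the putative transcript factors drawn in Figure 5B, *OsNF-YB1*, *Os08g45110*, *OsMADS21* and *OsMADS29* are given with an MSU identifier in the paper or in Supplementary Table 2. *OsABI5*, *OsEIL4*, *OsMADS66* and *OsYUC11* were not analysed here. *OsNF-YB1* (LOC_Os02g49410, chromosome 2 from 30191470 to 30192489) was at 192 ± 89.0 FPKM (SD, n = 3) in *WYJ8* and 0.279 ± 0.287 FPKM (SD, n = 3) in *RGB1Ri-5* at 5 DAF, a log2 fold change of -7.16 (SE 0.68, adjusted p = 7.1e-06, limma). At 10 DAF it was at 301 ± 42.7 FPKM (SD, n = 3) in *WYJ8* and 45.0 ± 56.1 FPKM (SD, n = 3) in *RGB1Ri-5*, a log2 fold change of -3.50 (SE 0.68, adjusted p = 0.000549, limma). The *RGB1Ri-5* libraries at 10 DAF were uneven, with 17.5, 109.6 and 8.04 FPKM, and all lay below the *WYJ8* libraries. With each library left out in turn, the log2 fold change at 10 DAF stayed between -4.54 and -2.73.
*Os08g45110*, which Supplementary Table 2 names DREB2C, lies on chromosome 8 from 28321215 to 28322394. Its FPKM at 5 DAF was 7.68 ± 3.56 (SD, n = 3) in *WYJ8* and 0.113 ± 0.055 (SD, n = 3) in *RGB1Ri-5*, and at 10 DAF 29.3 ± 1.84 (SD, n = 3) and 2.66 ± 3.49 (SD, n = 3). The log2 fold change was -2.88 at 5 DAF (SE 0.50, adjusted p = 0.000517, limma) and -3.46 at 10 DAF (SE 0.50, adjusted p = 6.06e-05, limma). With a pseudocount of 0.1 it was -5.12 at 5 DAF and -4.25 at 10 DAF, so which stage had the larger decrease depended on the pseudocount. Among the 110 tested genes of Supplementary Table 2, *OsNF-YB1* and *Os08g45110* were the 2 downregulated at both stages. Both stayed past the thresholds at both stages under each alternative tried.
*OsMADS21* (LOC_Os01g66290, chromosome 1 from 38500879 to 38505127) fell from 67.7 ± 4.71 FPKM (SD, n = 3) in *WYJ8* to 25.1 ± 2.40 (SD, n = 3) in *RGB1Ri-5* at 5 DAF, a log2 fold change of -1.40 (SE 0.13, adjusted p = 6.82e-06, limma). At 10 DAF it was higher in *RGB1Ri-5*, at 76.6 ± 8.11 FPKM (SD, n = 3) compared with 34.6 ± 5.39 (SD, n = 3). *OsMADS29* (LOC_Os02g07430, chromosome 2 from 3833128 to 3837135) had a log2 fold change of -2.35 at 5 DAF (SE 0.16, adjusted p = 6.96e-07, limma), from 38.7 ± 5.61 FPKM (SD, n = 3) to 6.75 ± 0.532 (SD, n = 3). At 10 DAF it was at 34.4 ± 3.70 FPKM (SD, n = 3) in *RGB1Ri-5* and 14.2 ± 3.25 (SD, n = 3) in *WYJ8*. The increases at 10 DAF, 1.13 for *OsMADS21* and 1.24 for *OsMADS29* on the log2 scale, were 0.15 and 0.28 after the median-of-ratios rescaling, under the fold limit, and 1.27 and 1.39 with an equal total for every library. All 4 factors were thus downregulated at 5 DAF and 2 at 10 DAF, with p adjusted over all genes or over the 4 alone.

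**Figure D3:**
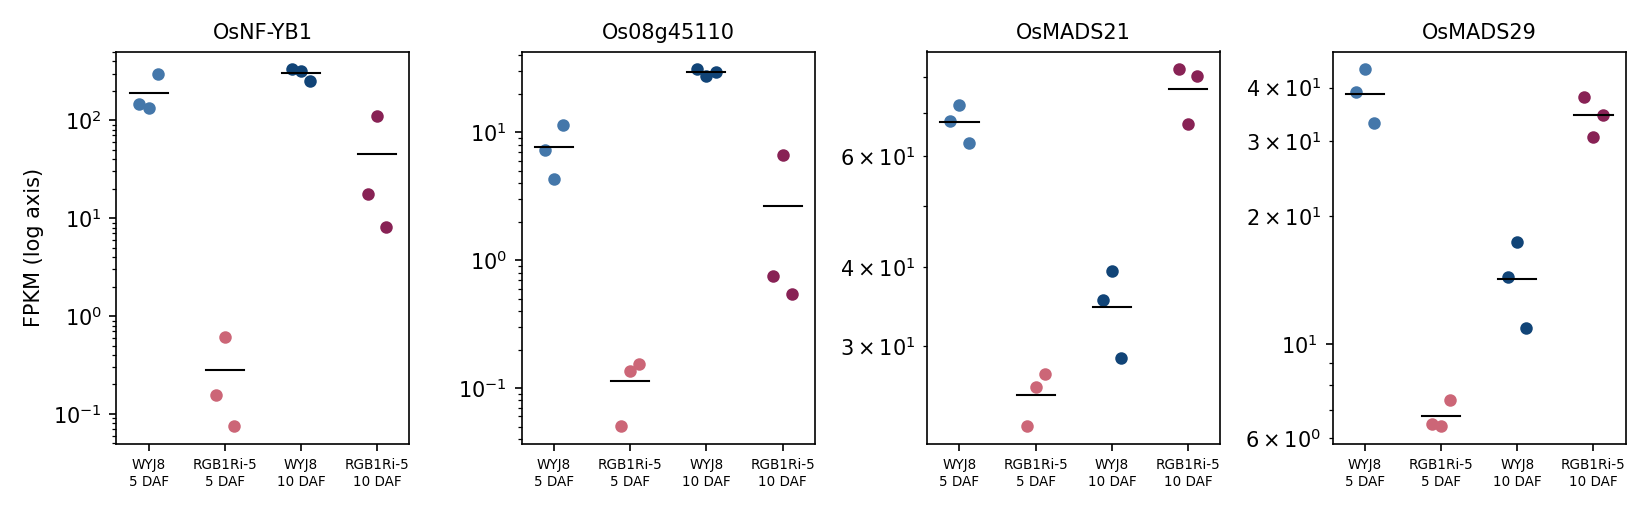
FPKM (log axis) of *OsNF-YB1*, *Os08g45110*, *OsMADS21* and *OsMADS29* by genotype and stage. Each point is a library and each bar the mean of 3 libraries. *OsNF-YB1* and *Os08g45110* values are lower in every *RGB1Ri-5* library than in the *WYJ8* libraries of the same stage, and the OsMADS factors are lower at 5 DAF and higher at 10 DAF, an increase that was under the fold limit in 3 of the 4 rescalings.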

Among them, four transcript factors, *Os08g45110*, *OsNF-YB1*, *OsABI5*, and *OsEIL4*, were both co-expressed with *OsYUC11* and downregulated in *RGB1Ri* line on 5 and 10 DAF (Figures 5A,B), implying that the expression of *OsYUC11* might be regulated by these four transcript factors. We further compared the temporal expression patterns of these four transcript factors in grains of wildtype and *RGB1Ri* lines and the results showed that only the transcript levels of *OsNF-YB1* increased rapidly and were higher in the wildtype grains than those in *RGB1Ri* lines, especially at the rapid stage of grain filling (Figure 5C), which is well consistent with those of starch accumulation and grain IAA content (Figures 1I, 3B,C). Furthermore, the transcript levels of *OsNF-YB1* were positively related to those of *OsYUC11* (Figure 5D). It is reasonable to assume that *OsNF-YB1* play a key role in controlling *OsYUC11* expression, and finally the auxin content in grains. To verify this assumption, we also conducted an EMSA assay, and the results clearly showed that OsNF-YB1 was able to bind the promoter of *OsYUC11* (Figure 5E). Based on the above results, we proposed that the expression of *OsYUC11* in rice grains was under the control of *OsNF-YB1*.

**FIGURE 5:**
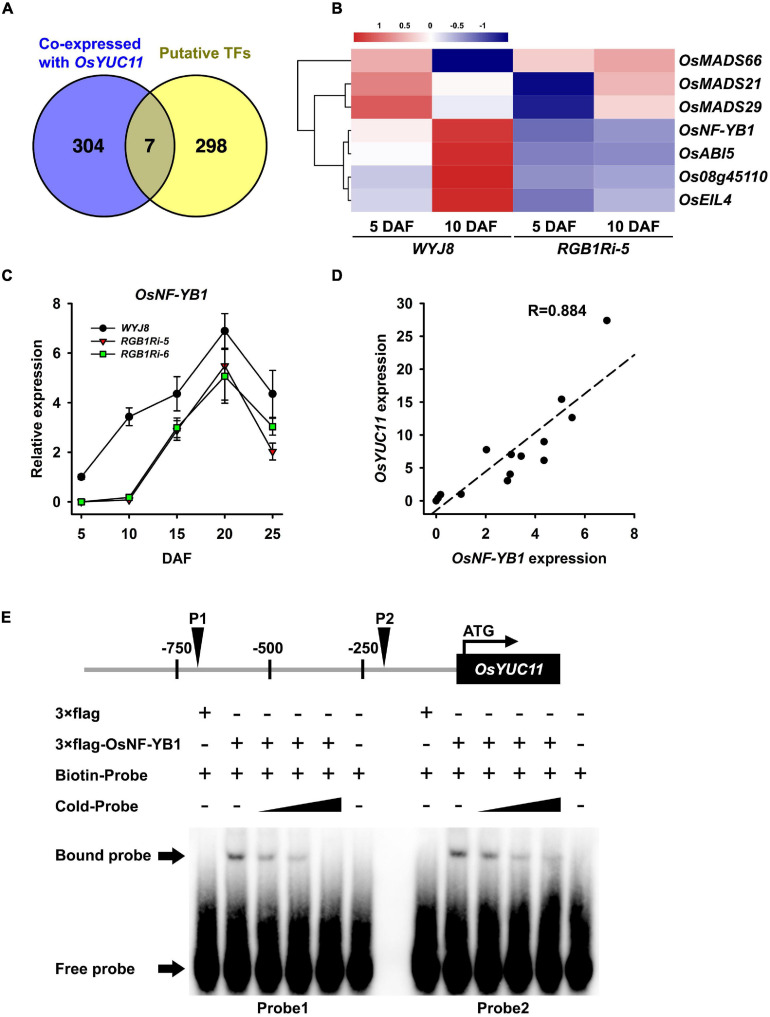
The transcript factor OsNF-YB1 directly interacts with promoter of *OsYUC11*. **(A)** Venn diagram showing number of genes included in co-expressed with *OsYUC11* and putative transcript factors which bind to the promoter of *OsYUC11*. Venn diagram has been generated using Venn (http://bioinfogp.cnb.csic.es/tools/venny/index.html). **(B)** Heat map of the expression of candidate transcript factors in *WYJ8* and *RGB1Ri* line during filling stage. **(C)** Expression of *OsNF-YB1* in *WYJ8* and *RGB1Ri* lines. **(D)** Correlation between the expression of *OsYUC11* and *OsNF-YB1*. **(E)** EMSA assay showing OsNF-YB1 binding to the *OsYUC11* promoter *in vitro*.

## Discussion

The grain size and weight of rice are complex traits, which involves in grain development and filling process (mainly the sucrose metabolism and starch biosynthesis), and is controlled by both genetic and environmental factors. In the last decades, several research groups have provided genetic and molecular evidence that grain size and filling processes are controlled by many genes (see review by Zuo and Li, 2014; Sun et al., 2018). All these researches provide rice breeders opportunities to improve rice grain yield by manipulating these genes. However, it still has a long way to go before understanding the complex regulatory networks involving grain development and filling processes. The heterotrimeic G protein (hereafter G protein) is well known to play important roles in plant growth and development (Botella, 2012; Sun et al., 2018). Recently, several rice genes/*QTLs* encoding G protein subunits have been shown to control grain size and shape of rice, including *qPE9-1/DEP1*, *GS3*, *RGB1*, and *RGA1* (Oki et al., 2005; Huang et al., 2009; Zhou et al., 2009; Mao et al., 2010; Liu et al., 2018; Miao et al., 2018; Sun et al., 2018). *qPE9-1/DEP1* encoding a Gγ subunit, positively regulates grain size (Huang et al., 2009; Zhou et al., 2009); GS3, another Gγ subunit, negatively regulate grain size and shape (Mao et al., 2010; Sun et al., 2018); *RGB1* and *RGA1*, encoding Gβ and Gα subunit, respectively, positively regulates grain size and shape (Fujisawa et al., 1999; Utsunomiya et al., 2011; Sun et al., 2018). However, the functions and molecular mechanisms of G protein to regulate grain development and starch biosynthesis are largely unknown.

Rice grain filling is a very complicated process that involves photoassimilate translocation from photosynthetic sources (i.e., leaves and stem-sheaths), sucrose degradation, transmembrane transport, and starch synthesis in the grains (Liang et al., 2001; Lü et al., 2008; Tang et al., 2009). Approximately 20 enzymes/proteins have been reported to be involved in these biochemical processes (Zhu et al., 2003; Tetlow et al., 2004; Ohdan et al., 2005). The results of our lab and several other groups showed that sucrose synthase (SUS), invertase (INV), ADP-glucose pyrophosphorylase (AGP), soluble starch synthase (SSS) and grannuel-bound starch synthase (GBSS), branching enzyme (BE), and debranching enzyme (DBE) play key roles in the regulation of sucrose metabolism and starch biosynthesis (Liang et al., 2001; Lü et al., 2008; Tang et al., 2009; also see reviewed by Tetlow et al., 2004; Keeling and Myers, 2010; Zeeman et al., 2010). The grain-filling process is also a highly regulated process in which both genetic and environmental factors are involved. It is well known that plant hormones play important roles in grain development and filling process (Liang et al., 2001; Yang et al., 2006; Tang et al., 2009; see also review by Basunia and Nonhebel, 2019). The endosperm cell proliferation and elongation as well as the accumulation of starch and other storage compounds after flowering are of crucial importance for final grain yield and quality. Our results showed that grain size, including the length, width, and thickness of grains reduced, and as a result, the final grain weight and starch content significantly reduced in *RGB1* knock-down lines (Figure 1). This reduction was mainly due to the delay of caryopsis development and the lower starch accumulation at the early stage of grain filling (Figures 1H,I). Analyses on the expression levels of genes encoding enzymes catalyzing sucrose metabolism and starch biosynthesis showed that, in *RGB1* knock-down lines, the expression of genes encoding sucrose metabolism and starch biosynthesis was either initiated later or much lower at the early filling stage, which can well explain the results observed (Figures 1, 2) and imply that suppression of *RGB1* expression could down-regulate the expression of genes encoding enzymes catalyzing sucrose metabolism and starch biosynthesis. However, the molecular mechanisms of *RGB1* regulation on the expression of these genes are still unknown. Overexpression of *RGB1* had no effects on grain development and grain filling processes (data not shown).

Recently, several research groups have reported an accumulation of auxin immediately before the starch biosynthesis in rice grains (Abu-Zaitoon et al., 2012). Furthermore, application of exogenous auxin also had a positive effect on starch accumulation. These results suggested that auxin might involve in the regulation of starch biosynthesis in rice grains. RNA-seq assay and auxin quantitation also showed a great difference in the expression of auxin biosynthesis related genes and IAA contents in grains between *RGB1* knocking down lines and wildtype during filling stage. The expression of endosperm-specific genes for auxin biosynthesis was downregulated and endogenous IAA content significantly reduced in the grains of *RGB1* knocking down lines (Figure 3). The assumption that RGB1 involvement in the regulation of starch biosynthesis is through changing auxin homeostasis of grains was further validated according to the results of exogenous application of IAA on starch accumulation and the expression of sucrose metabolism and starch biosynthesis related genes during grain filling stage (Figure 3). Of course, the contribution of auxin transport from other parts to the auxin homeostasis in the endosperm cells could not be ruled out. In fact, there were some reports that auxin transport was also involved in the regulation of grain size (Liu et al., 2015).

Auxin biosynthesis in higher plants is catalyzed by a large number of *TARs* (encoding tryptophan aminotransferase) and *YUCs* (encoding indole-3-pyruvate mono-oxygenases) with differing patterns of spatiotemporal expression, which allows for multiple roles. Different genes may be responsible for the auxin production in different times and/or in different tissues, and therefore, play various roles in regulating plant growth and development. In rice, tissue-specific expression of these genes showed that *OsTAR1*, *OsYUC9*, and *OsYUC11* genes were expressed highly in the endosperm cells (Figure 4A), suggesting these three genes might play important roles in controlling auxin biosynthesis in grains. However, only the expression of *OsYUC11* was well correlated with the grain IAA content (Figure 4C). Based on these results, we hypothesize that *OsYUC11* were mainly and especially responsible for the auxin biosynthesis in endosperm cells of rice and other auxin biosynthesis related genes may participate in separate signaling processes.

It is clear that the delay of caryopsis development and the lower starch accumulation and grain weight in *RGB1* knocking down lines are due to the lower auxin content in grains caused by the lower expression of *OsYUC11* during grain filling stage. Furthermore, *OsYUC11* also plays a positive regulatory role in the starch biosynthesis pathway by upregulating the expression of several sucrose metabolism and starch biosynthesis related genes. Collectively, our study suggests that *OsYUC11* is of crucial importance in regulating grain development and starch biosynthesis by controlling auxin biosynthesis during grain filling stage. In eukaryotes, transcription of genes is regulated by various transcription factors. Our results showed that *OsYUC11* promoter may interact with several families of transcript factors, including MADS, MYB, CCAAT, etc. (Supplementary Table 1), suggesting that the regulation of *OsYUC11* expression is very complicated and involves signaling networks. However, if we considered the results of RNA-seq analysis that showed the differences of the expression of various transcription factors between *RGB1Ri* line and *WYJ8* plant during grain filling stage, and the results of tissue-specific analysis of gene expression of these transcript factors, it is reasonable to assume that *OsNF-YB1* might involve in the regulation of the expression of *OsYUC11*. 

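From *WYJ8* at 5 DAF to 10 DAF, *OsNF-YB1* changed by a log2 fold change of 0.73 (SE 0.68, adjusted p = 0.336, limma), and in *RGB1Ri-5* by 4.39 (SE 0.68, adjusted p = 0.00033, limma). The other NF-YB factors of Supplementary Table 2, whose predicted sites in the *OsYUC11* promoter are those of *OsNF-YB1*, had lower means than *OsNF-YB1* in *WYJ8* at both stages and in *RGB1Ri-5* at 10 DAF, and higher means in *RGB1Ri-5* at 5 DAF. In *RGB1Ri-5* at 10 DAF the means of *NFYB2*, *NFYB3* and *NFYB4* were 12.2, 5.43 and 3.90 FPKM, of which that of *NFYB2* lay within the range of the *OsNF-YB1* replicates. *NFYB2* (LOC_Os01g61810) was at 10.2 ± 1.27 FPKM (SD, n = 3) in *WYJ8* and 9.11 ± 0.805 (SD, n = 3) in *RGB1Ri-5* at 5 DAF, *NFYB3* (LOC_Os05g38820) at 4.78 ± 0.473 and 4.03 ± 1.03 (SD, n = 3 each), and *NFYB4* (LOC_Os05g49780) at 4.62 ± 1.81 and 3.77 ± 0.128 (SD, n = 3 each). Their log2 fold changes at 5 DAF were -0.14, -0.22 and -0.19, with adjusted p of 0.447, 0.306 and 0.443 (limma). At 10 DAF the log2 fold changes were 0.90, 0.43 and 0.59, with adjusted p of 0.000136, 0.0335 and 0.0165 (limma), none past the fold limit. *NFYB2* passed it with an equal total for every library (1.06) and with replicate 1 of *WYJ8* at 10 DAF left out (1.02). After the median-of-ratios rescaling the changes at 10 DAF were 0.01 for *NFYB2*, -0.39 for *NFYB3* and -0.16 for *NFYB4*. These 3 genes were added beyond the genes that the paper names, before their values were seen. From the differences in transcription factors between *RGB1Ri-5* and *WYJ8* and from tissue-specific expression, the paper proposes that *OsNF-YB1* might take part in regulating *OsYUC11*. Its other evidence is co-expression, a qRT-PCR time course, a positive relation between the 2 transcripts and binding of OsNF-YB1 to the *OsYUC11* promoter by EMSA. None of these was re-analysed here.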

Our present results provide biochemical evidence to support the conclusion that *OsNF-YB1* was crucially important in regulating *OsYUC11* expression and, finally, the auxin content in grains. *OsNF-YB1* has been reported to activate the expression of sucrose transporters and *waxy* gene and, finally, regulates the endosperm development. Knockout of Os*NF-YB1* led to defective grains with chalky endosperms and significantly decreased grain weight (Bai et al., 2016; Bello et al., 2018). Our results provide a new insight that Os*NF-YB1* regulates grain development not only through directly activating the sucrose metabolism and starch biosynthesis genes but also through controlling the auxin accumulation.

In summary, according to our present results, a working model is proposed to illustrate the roles of RGB1 in regulating grain development and grain filling process. RGB1 may positively regulate expression of transcription factor *OsNF-YB1* through unknown mechanism(s), which activates the *OsYUC11* transcription by interacting with its promoter, and leads to an increase in auxin level. The increased auxin then stimulates the expression of sucrose metabolism and starch biosynthesis-related genes in endosperm cells and, as a consequence, the biosynthesis of starch and grain filling. However, the mechanism underlying how RGB1 regulates the expression of *OsNF-YB1* remains to be further studied (Figure 6).

**FIGURE 6:**
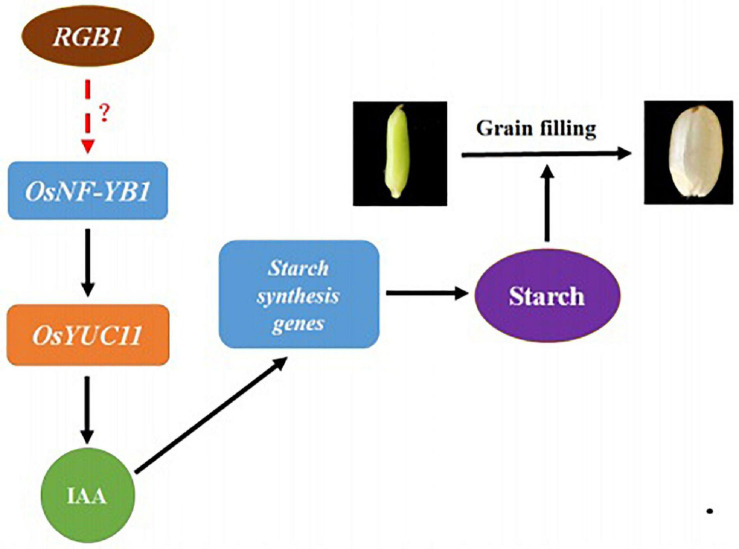
A working model on RGB1 regulation on grain filling. RGB1 may positively regulate expression of transcription factor *OsNF-YB1* through unknown mechanism(s), which activates the *OsYUC11* transcription by interacting with its promoter, and leads to an increase in auxin level. The increased auxin then stimulates the expression of sucrose metabolism and starch biosynthesis-related genes in endosperm cells, as a consequence, the biosynthesis of starch and grain filling.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE169377.

## Author Contributions

All authors listed have made a substantial, direct and intellectual contribution to the work, and approved it for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: RGB1 Regulates Grain Development and Starch Accumulation Through Its Effect on OsYUC11-Mediated Auxin Biosynthesis in Rice Endosperm Cells
**Source:** Front Plant Sci. 2021 Mar 31;12:585174. doi: 10.3389/fpls.2021.585174
**Supplement:** Supplementary file 1

Table S1 List of genes/QTLs involved in regulating rice grain size and grain filling

| **Gene/QTL name** | **Protein category encoded** | **Major functions** | **References** |
| --- | --- | --- | --- |
| **Grain size/weight** |  |  |  |
| *GS3* | Homolog of *Arabidopsis* G protein γ subunitn | Cell proliferation | Fan, et al. (2006) |
| *GL3.1* | Protein phosphatase kelch family-Ser/threonine protein phosphatase | Cell proliferation | Qi, et al. (2012) |
| *An-1* | A basic helix-loop-helix protein | Cell proliferation | Luo ,et al. 2013 |
| *GS2* | Rice growth-Regulating Factor 4 (OsGRF4) | Cell expansion | Hu, et al. (2015) |
| *GL2* | Unknown protein | Cell expansion | Che, et al. 2015 |
| *GW2* | A RING-type protein with E3 ubiquitin  ligase activity | Cell proliferation | Song, et al. 2007 |
| GW5 | A plasma membrane-associated protein  with IQ calmodulin-binding motifs | Cell proliferation | Liu, et al. (2017) |
| *GS5* | Putative serine carboxypeptidase | Grain width and grain filling | Li, et al. (2011) |
| *RGB1* | Rice G protein β subunit | Cell proliferation | Utsunomiya, et al. (2011) |
| *GL7/GW7* | A protein homologous to *Arabidopsis thaliana* LONGIFOLIA protein | Cell elongation | Wang, et al. (2015) |
| *DEP1/qPE9-1* | Homolog of Arabidopsis G protein γ subunit | Cell proliferation | Huang, et al. 2009; Zhou et al. 2009 |
| *PGL1* | bHLH protein | Cell expansion | Heang and Sassa, 2012 |
| *SG1* | An unknown protein | Cell expansion | Nakagawa, et al. 2012 |
| *MIS2* | Encodes a Receptor-like KinaseCRINKLY4 (CR4) | Cell proliferation and expansion | Chun, et al. 2020 |
| *RBG1* | Unknown protein | Cell division | Lo, et al. 2020 |
| *TGW6* | IAA-glucose hydrolase | IAA biosynthesis | Ishimaru, et al. 2013 |
| *BG1* | Membrane-localized protein | Cell proliferation and expansion | Liu, et al. 2015 |
| *XIAO* | A putative LRR receptor-like kinase | Cell proliferation | Jiang, et al. 2012 |
| *GSN1* | A mitogen-activated protein  kinase phosphatase (OsMKP1) | Cell proliferation | Guo, et al. 2018 |
| *OsAGO17* | A putative AGO protein | Cell elongation | Zhong, et al. 2020 |
| *GLW7* | A plant-specific transcription factor OsSPL13 | Cell expansion | Si, et al. 2015 |
| *WG7* | a cysteine-tryptophan (CW) domain-containing transcriptional activator | Grain width | Huang, et al. 2020 |
| **Grain filling** |  |  |  |
| *GIF2* | An ADP‐glucose pyrophosphorylase (AGP) large subunit, AGPL2 | ADP-glucose synthesis | Wei, et al. 2017 |
| *GIF1* | Cell-wall invertase | Sucrose hydrolysis | Wang, et al. 2008 |

References:

Che, R., Tong, H., Shi, B., Liu, Y., Fang. S, [Liu](https://www.nature.com/articles/nplants2015195/#auth-6), D., [Xiao](https://www.nature.com/articles/nplants2015195/#auth-7), Y., [Hu](https://www.nature.com/articles/nplants2015195/#auth-8), B., [Liu](https://www.nature.com/articles/nplants2015195/#auth-9), L., [Wang](https://www.nature.com/articles/nplants2015195/#auth-10), H., [Zhao](https://www.nature.com/articles/nplants2015195/#auth-11), M. and [Chu](https://www.nature.com/articles/nplants2015195/#auth-12), C. (2015) Control of grain size and rice yield by GL2-mediated brassinosteroid responses. *Nat. Plants*, **2**, 15195.

[Chun, Y](https://www.ncbi.nlm.nih.gov/pubmed/?term=Chun%20Y%5bAuthor%5d&cauthor=true&cauthor_uid=32006119)., [Fangm J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Fang%20J%5bAuthor%5d&cauthor=true&cauthor_uid=32006119), [Zafar, S.A](https://www.ncbi.nlm.nih.gov/pubmed/?term=Zafar%20SA%5bAuthor%5d&cauthor=true&cauthor_uid=32006119)., [Shang, J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Shang%20J%5bAuthor%5d&cauthor=true&cauthor_uid=32006119)., [Zhao, J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Zhao%20J%5bAuthor%5d&cauthor=true&cauthor_uid=32006119)., [Yuan, S](https://www.ncbi.nlm.nih.gov/pubmed/?term=Yuan%20S%5bAuthor%5d&cauthor=true&cauthor_uid=32006119). and [Li, X](https://www.ncbi.nlm.nih.gov/pubmed/?term=Li%20X%5bAuthor%5d&cauthor=true&cauthor_uid=32006119). (2020) *MINI SEED 2* (*MIS2*) Encodes a Receptor-like Kinase that Controls Grain Size and Shape in Rice. [*Rice*](https://www.ncbi.nlm.nih.gov/pubmed/32006119), **13**(1):7. doi: 10.1186/s12284-020-0368-9.

Fan, C., Xing, Y., Mao, H., Lu, T., Han, B., Xu, C., Li, X. and Zhang, Q. (2006) *GS3,* a major QTL for grain length and weight and minor QTL for grain width and thickness in rice, encodes a putative transmembrane protein. *Theor. Appl. Genet.* **112**, 1164–1171.

Guo, T., Chen, K., Dong, N.Q., Shi, C.L., Ye, W.W., Gao, J.P., Shan, J.X. and Lin, H.X. (2018) GRAIN SIZE AND NUMBER1 negatively regulates the OsMKKK10-OsMKK4-OsMPK6 cascade to coordinate the trade-off between grain NUMBER per panicle and grain size in rice. *Plant Cell*, **30**:871–888.

Heang, D. and Sassa, H. (2012) Antagonistic actions of HLH/bHLH proteins are involved in grain length and weight in rice. *PLoS ONE* **7**:e31325. https ://doi.org/10.1371/journ al.pone.00313 25.

Hu, Z., He, H., Zhang, S., Sun, F., Xin, X., Wang, W., Qian, X., Yang, J. and Luo X. (2012) A Kelch motif-containing serine/threonine protein phosphatase determines the large grain QTL trait in rice. *J. Integr. Plant Biol.* **54**:979–990.

Hu, J., Wang, Y., Fang, Y., Zeng, L., Xu, J.,  [Yu, H](https://www.ncbi.nlm.nih.gov/pubmed/?term=Yu%20H%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Shi, Z](https://www.ncbi.nlm.nih.gov/pubmed/?term=Shi%20Z%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Pan, J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Pan%20J%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Zhang, D](https://www.ncbi.nlm.nih.gov/pubmed/?term=Zhang%20D%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Kang, S](https://www.ncbi.nlm.nih.gov/pubmed/?term=Kang%20S%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Zhu, L](https://www.ncbi.nlm.nih.gov/pubmed/?term=Zhu%20L%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Dong, G](https://www.ncbi.nlm.nih.gov/pubmed/?term=Dong%20G%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Guo, L](https://www.ncbi.nlm.nih.gov/pubmed/?term=Guo%20L%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Zeng, D](https://www.ncbi.nlm.nih.gov/pubmed/?term=Zeng%20D%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Zhang, G](https://www.ncbi.nlm.nih.gov/pubmed/?term=Zhang%20G%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Xie, L](https://www.ncbi.nlm.nih.gov/pubmed/?term=Xie%20L%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Xiong, G](https://www.ncbi.nlm.nih.gov/pubmed/?term=Xiong%20G%5bAuthor%5d&cauthor=true&cauthor_uid=26187814)., [Li, J](https://www.ncbi.nlm.nih.gov/pubmed/?term=Li%20J%5bAuthor%5d&cauthor=true&cauthor_uid=26187814). and [Qian, Q](https://www.ncbi.nlm.nih.gov/pubmed/?term=Qian%20Q%5bAuthor%5d&cauthor=true&cauthor_uid=26187814). (2015). A rare allele of *GS2* enhances grain size and grain yield in rice. *Mol. Plant*, **8**, 1455–65.

Huang, X., Qian, Q., Liu, Z., Sun, H., He, S., Luo, D., Xia, G., Chu, C., Li, J. and Fu, X. (2009) Natural variation at the *DEP1* locus enhances grain yield in rice. *Nat. Genet.* **41**:494–497.

Huang, Y., Bai, X., Cheng, N., Xiao, J., Li, X. and Xing, Y. (2020) *Wide Grain 7* increases grain width by enhancing H3K4me3 enrichment in the *OsMADS1* promoter in rice (*Oryza sativa* L.). *Plant J*. doi: 10.1111/tpj.14646.

Ishimaru, K., Hirotsu, N., Madoka, Y., Murakami, N., Hara, N., Onodera, H., Kashiwagi, T., Ujiie, K., Shimizu, B., Onishi, A., Miyagawa, H. and Katoh, E. (2013) Loss of function of the IAA-glucose hydrolase gene *TGW6* enhances rice grain weight and increases yield. *Nat. Genet*. **45**, 707–11.

Jiang, Y., Bao, L., Jeong, S.Y., Kim, S.K., Xu, C., Li, X. and Zhang, Q. (2012) XIAO is involved in the control of organ size by contributing to the regulation of signaling and homeostasis of brassinosteroids and cell cycling in rice. *Plant J*. **70**, 398–408.

Li, Y., Fan, C., Xing, Y., Jiang, Y., Luo, L., Sun, L., Shao, D., Xu, C., Li, X., Xiao, J., He, Y. and Zhang, Q. (2011) Natural variation in GS5 plays an important role in regulating grain size and yield in rice. *Nat. Genet.* **43**:1266–1269.

Liu, L., Tong, H., Xiao, Y., Che, R., Xu, F., Hu, B., Liang, C., Chu, J., Li, J. and Chu C.(2015) Activation of *Big Grain1* significantly improves grain size by regulating auxin transport in rice. *Proc. Natl. Acad. Sci. USA.* **112**:11102–11107.

Liu, J., Chen, J., Zheng, X., Wu, F., Lin, Q., Heng, Y., Tian, P., Cheng, Z., Yu, X., Zhou, K., Zhang, X., Guo, X., Wang, J., Wang, H. and Wan, J. (2017) *GW5* acts in the brassinosteroid signalling pathway to regulate grain width and weight in rice. *Nat. Plants,* **3**,17043.

Lo, S.-F., Cheng, M.-L., Hsing, Y.-I., Chen, Y.-S., Lee, K.-W., Hong, Y.-F., Hsiao, Y., Hsiao, A.-S., Chen, P.-J., Wong, L.-I., Chen, N.-C., Reuzeau, C., Ho, T.-H. D.and Yu, S.-M. (2020) Rice Big Grain 1 promotes cell division to enhance organ development, stress tolerance and grain yield. *Plant Biotechnol. J*. <https://doi.org/10.1111/pbi.13357>.

Luo, J., Liu, H., Zhou, T., Gu, B., Huang, X., Shangguan, Y., Zhu, J., Li, Y., Zhao, Y., Wang, Y., Zhao, Q., Wang, A., Wang, Z., Sang, T., Wang, Z. and Han, B. (2013) *An-1* encodes a basic helix-loop-helix protein that regulates awn development, grain size, and grain number in rice. *Plant Cell,* **25**, 3360–76.

Nakagawa, H., Tanaka, A., Tanabata, T., Ohtake, M., Fujioka, S., Nakamura, H., Ichikawa, H. et al. (2012) Short grain1 decreases organ elongation and brassinosteroid response in rice. *Plant Physiol*.**158**: 1208–1219.

Qi, P., Lin, Y., Song, X., Shen, J., Huang, W., Shan, J., Zhu, M., Jiang, L., Gao, J. and Lin, H. (2012) The novel quantitative trait locus *GL3.1* controls rice grain size and yield by regulating Cyclin-T1;3. *Cell Res*. **22**, 1666–1680.

Si L, Chen J, Huang X, Gong H, Luo J, Hou Q, Zhou T, Lu T, Zhu J, Shangguan Y, Chen E, Gong C, Zhao Q, Jing Y, Zhao Y, Li Y, Cui L, Fan D, Lu Y, Weng Q, Wang Y, Zhan Q, Liu K, Wei X, An K, An G, Han B (2015) OsSPL13 controls grain size in cultivated rice. *Nat. Genet.* **48**:447–456.

Song, X., Huang, W., Shi, M., Zhu, M. and Lin, H. (2007) A QTL for rice grain width and weight encodes a previously unknown RING-type E3 ubiquitin ligase. *Nat. Genet*. **39**, 623–30.

Utsunomiya, Y., Samejima, C., Takayanagi, Y., Izawa, Y., Yoshida, T., Sawada, Y., Fujisawa, Y., Kato, H. and Iwasaki, Y. (2011) Suppression of the rice heterotrimeric G protein beta-subunit gene, *RGB1*, causes dwarfism and browning of internodes and lamina joint regions. *Plant J*. **67**, 907–916.

Wang, E., Wang, J., Zhu, X., Hao, W., Wang, L., Li, Q., Zhang, L., He, W., Lu, B., Lin, H., Ma, H., Zhnag, G. and He, Z. (2008) Control of rice grain-filling and yield by a gene with a potential signature of domestication. *Nat. Genet*. **40**, 1370–1374.

Wang, S., Li, S., Liu, Q., Wu, K., Zhang, J., Wang, S., Wang, Y., Chen, X., Zhang, Y., Gao, C., Wang F., Huang, H. and Fu, X. (2015) The *OsSPL16-GW7* regulatory module determines grain shape and simultaneously improves rice yield and grain quality. *Nat. Genet*. **47**, 949–54.

Wei, X., Jiao, G., Lin, H., Sheng, Z., Shao, G., Xie, L., Tang, S., Xu, Q. and Hu, P. (2017) [*GRAIN INCOMPLETE FILLING* 2 regulates grain filling and starch synthesis during rice caryopsis development.](https://www.ncbi.nlm.nih.gov/pubmed/27957808) *J. Integr. Plant Biol*. **59**, 134-153.

Zhong, J., He, W., Peng, Z., Zhang, H., Li, F. and Yao, J. (2020) A putative AGO protein, OsAGO17, positively regulates grain size and grain weight through OsmiR397b in rice. *Plant Biotechnol. J*. **18**, 916–928.

Zhou, Y., Zhu, J., Li, Z., Yi, C., Liu, J., Zhang, H., Tang, S., Gu, M. and Liang, G. (2009) Deletion in a quantitative trait gene *qPE9-1* associated with panicle erectness improves plant architecture during rice domestication. *Genetics,* **183**, 315–324.

How the deposited data were processed for this re-analysis (not part of the article)

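RNA-seq values of caryopses from *WYJ8* and *RGB1Ri-5* at 5 and 10 DAF were re-analysed, with 3 libraries in each of the 4 groups. The authors removed low-quality reads, mapped the rest with TopHat to Release 7 of the MSU rice annotation and deposited FPKM per gene from Cufflinks, with 1 set of values per library. Values are not whole numbers, no value of 0 is listed, and the sum differs between libraries. Neither counts nor depths are part of these values. The depth per sample is therefore unknown, and no confidence interval or detection floor that needs it is given.

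Genotype, stage and replicate number were taken from the sample labels. The replicate numbers come from the sample titles, and the methods state no pairing of replicates, so the model had no block. A replicate block was fitted as an alternative, and its result is given beside the counts.

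A gene not listed in a library was set to 0 FPKM. Of the tested genes, 25 were unlisted in 1 of 3 replicates of a group while the other replicates had a mean above 5 FPKM. Genes with a mean of at least 1 FPKM over the 12 libraries were tested, a pseudocount of 1 was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3 (group means of all 12 libraries, empirical Bayes with a mean-variance trend, Benjamini-Hochberg adjustment over all tested genes). A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the thresholds the paper gives. The paper's own test, from Cufflinks, was not repeated, since it needs the mapped reads. Contrasts were *RGB1Ri-5* minus *WYJ8* at each stage, 10 DAF minus 5 DAF in each genotype, and the difference of the genotype effects between the stages (interaction). For a named gene the interaction was taken as past the threshold at an adjusted p under 0.05 with no fold limit. Means and SD are of FPKM, and standard errors are of log2 fold changes from the model.

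The procedure was tested on simulated data of 21010 genes. Of 200 genes changed by 2 on the log2 scale at 5 DAF, 96% were called, 192 of them in the right direction. At 5 DAF 3 unchanged genes were called, and at 10 DAF, where none was changed, 0. The changed genes were drawn only from those with higher means, and the groups otherwise shared the same means. The simulation thus covers neither changes in genes of low FPKM nor a shift of most genes as seen at 10 DAF. A library simulated at position 0.3 between the *WYJ8* stages was placed at 0.304.

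For the position of a library between the *WYJ8* stages, log2 values were projected on the line from the *WYJ8* 5 DAF mean (0) to the *WYJ8* 10 DAF mean (1), with each *WYJ8* library placed on the line of the other *WYJ8* libraries. Positions were compared by 2-sided exact permutation tests. With 3 libraries against 3 the smallest p is 0.1. Factors of Supplementary Table 2 were compared with the other tested genes by 2-sided Fisher's exact tests.

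Alternatives, each changed alone, were a pseudocount of 0.1, all genes with a value above 0, genes with a mean of at least 5 FPKM, 4 rescalings (median of ratios, quantile normalization, an equal total of 1000000, and an equal total without the 100 genes with the highest mean), a model of only the 6 libraries compared, the replicate block, limma without the trend, each library left out in turn, the adjusted p with no fold limit, and the log2 ratio of mean FPKM for the fold limit. Unlisted values as missing were added after the data were seen.

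The genes named are those the paper names in its RNA-seq results and figures and the qRT-PCR reference *Ubq*, where the paper or its supplement gives an MSU identifier, and genes ranked by log2 fold change at each stage among called genes with a mean of at least 10 FPKM and no overlap between genotypes. The rule set the 3 largest increases and decreases per stage. It allowed at most 2 higher and 2 lower genes where no gene names can be given, so the largest of each stage is shown. *NFYB2*, *NFYB3* and *NFYB4* were named outside this rule before their values were seen, and *SPL10* after.

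Symbols were paired with identifiers only through the paper and its supplement. *RGB1*, the sucrose and starch genes of Figure 2, the auxin genes of Figure 3, *OsABI5*, *OsEIL4* and *OsMADS66* were not analysed here, since no table at hand pairs them with MSU identifiers. The KEGG enrichment and the sets by product name were not run for the same reason. The qRT-PCR, starch, auxin and protein measurements were not used here.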

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

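Of the tests in this part, those on a few genes taking most of the FPKM and on the scaling of *Ubq* were chosen only after the result was seen.

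The genotype effect differed between 5 and 10 DAF for 10373 of the tested genes past both thresholds of the interaction, 8882 with a higher and 1491 with a lower effect at 10 DAF. The median interaction of all tested genes was 0.86 on the log2 scale. To test whether a few genes taking most of the FPKM in *WYJ8* at 10 DAF lay behind this, the libraries were rescaled. After the median-of-ratios rescaling the median was -0.06 and 5220 genes passed, 2348 higher and 2872 lower. The count and the excess of higher genes depend on the scaling, but the calls left were too many for it to account for all of them. The genotypes were also regrouped within both stages, keeping all same-numbered pairs apart. Of the 32 regroupings, 2 gave as many genes, the real grouping and the grouping with the genotypes exchanged in all 10 DAF libraries, which measures the sum of the effects and gave 10435 genes. Since that regrouping carries the real effects of both stages, the count of 2 is no evidence for or against a grouping by chance. The largest count among the other 30 regroupings was 8237 genes. The biological explanation the design gives is an effect of the *RGB1* knock-down that depends on stage, which stays a hypothesis.

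Named genes with a different genotype effect at the 2 stages were seen in the same way. *OsNF-YB1* had an interaction of 3.66 (adjusted p = 0.00486, limma), with the decrease in *RGB1Ri-5* larger at 5 DAF. Across the alternatives it lay between 2.45 and 5.57, with adjusted p between 0.000418 and 0.0801, the highest after the median-of-ratios rescaling. *OsMADS21* had 2.53 and *OsMADS29* 3.59. They stayed at 1.45 or higher and 2.52 or higher under the alternatives, with adjusted p no higher than 1.75e-05 for *OsMADS21* and 7.29e-06 for *OsMADS29*. For these 3 genes the scalings tried changed the size but not the direction.

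*NFYB2*, *NFYB3* and *NFYB4* had interactions of 1.04, 0.65 and 0.78, near the median of all tested genes. With that rescaling they were 0.06, -0.26 and -0.05, and across the alternatives, leave-one-out included, they lay between 0.06 and 1.23, -0.26 and 0.84, and -0.07 and 0.99. These differences depend on the scaling of FPKM.

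*Ubq*, the reference gene of the paper's qRT-PCR (LOC_Os03g13170, chromosome 3 from 7101980 to 7104766), had an interaction of 0.94 (adjusted p = 0.00121, limma). The interaction was 1.10 with quantile normalization and 1.09 with an equal total for every library, 0.45 without the 100 highest genes and -0.16 with the median-of-ratios rescaling, and the adjusted p over the alternatives lay between 0.000288 and 0.524. It was at 446 ± 57.6 FPKM (SD, n = 3) in *WYJ8* and 236 ± 28.1 FPKM (SD, n = 3) in *RGB1Ri-5* at 5 DAF, and at 380 ± 14.3 and 385 ± 15.1 FPKM (SD, n = 3 each) at 10 DAF. The log2 fold change at 5 DAF was -0.92 (adjusted p = 0.000215, limma), lower in 3 of 3 *RGB1Ri-5* libraries than in any *WYJ8* library. The scaling was tested as a source of this decrease. The highest value over the 4 rescalings was -0.82, so the scalings tried did not remove it. At 10 DAF, where it was 0.02, the direction depended on the scaling.

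Among the genes named by rank, the interaction was -9.04 for LOC_Os05g33150, expressed at 5 DAF in *RGB1Ri-5*, 5.01 for LOC_Os11g33000 and -5.31 for LOC_Os07g10570. Across the alternatives these lay between -9.73 and -8.75, 3.26 and 7.20, and -7.37 and -3.60. The adjusted p of LOC_Os11g33000 lay between 0.000114 and 0.0744, the highest after the median-of-ratios rescaling, and that of LOC_Os07g10570 between 0.000338 and 0.199, the highest with quantile normalization. The interaction of LOC_Os07g10570 was no longer past the threshold in 9 of the 12 fits that each left out a library and in 2 of the 10 other alternatives. Paralogs sharing reads were not tested.

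The paper does not report genes expressed in all libraries of 1 genotype and not in the other. With at least 1 FPKM in all 6 libraries of 1 genotype and at most 0.1 FPKM in all 6 of the other, 13 genes were expressed only in *RGB1Ri-5* and 5 only in *WYJ8*. LOC_Os10g42020, at 489 FPKM in *RGB1Ri-5* at 10 DAF, was not among them, since *WYJ8* libraries reached 0.639 FPKM. It was past both thresholds in all 4 comparisons of an *RGB1Ri-5* group with a *WYJ8* group, as were 108 genes in all (70 higher) and 89 (50 higher) after the median-of-ratios rescaling. Of the 18 genes, 6 lay between 22807523 and 27117417 on chromosome 6, all expressed in *RGB1Ri-5*, and 4 between 19362541 and 20500414 on chromosome 11. The former include *SPL10* of Supplementary Table 2 (LOC_Os06g44860), at 3.00 to 16.5 FPKM in *RGB1Ri-5* and at most 0.0272 FPKM in *WYJ8*, chosen after its values were seen. If a variant against the reference lay behind them, such genes would be neighbours more often than random genes. They formed 2 adjacent pairs, compared with a mean of 0.0155 in 10000 random draws (1-sided permutation p = 2e-04). A stretch joined genes expressed in only 1 genotype that lay at most 2.5 Mb apart, with at least 3 such genes. Other genes past both thresholds in all 4 comparisons made up 2.33% of 300 tested genes inside the stretches and 0.402% of 21154 outside (odds ratio 5.92, Fisher's exact p = 0.00031). With that rescaling they were 1.33% and 0.326% (exact p = 0.0192). As deposited, they were 3 of 56 tested genes (5.36%) on chromosome 11 and 4 of 244 (1.64%) on chromosome 6. The stretches were drawn from these data, so this is a hypothesis: chromosome segments that differ between the plants compared may account for part of the differences between the genotypes, apart from the knock-down of *RGB1*. An effect of the knock-down on neighbouring genes cannot be told apart from it with these tests, and no sequence was analysed here.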

How the results depend on the processing

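No test in this part was chosen after its result was seen, and the alternatives were set before the data were examined, except that values not listed were treated as missing only as an alternative chosen after seeing the data. For each change below, the cause was not tested, apart from the tests of scaling given in the other parts.

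With a pseudocount of 0.1, limma without the trend, all genes above 0, the equal total of 1000000, the log2 ratio of mean FPKM, only the 6 libraries compared, and unlisted values as missing, each count of genes in the 4 comparisons and the interaction stayed within 1.5 times its value. So did each count with a library left out in turn, from 4250 to 4712 genes at 5 DAF, 7604 to 10050 at 10 DAF and 9810 to 11277 for the interaction.

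The replicate block gave 4459 genes at 5 DAF and 8529 at 10 DAF, where same-numbered libraries had mean correlations of -0.16 and -0.10 after removal of group means. It gave 7607 genes between stages in *WYJ8* (mean correlation 0.18), 3622 in *RGB1Ri-5* (0.07) and 10337 for the interaction.

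With the adjusted p alone and no fold limit, 10982 genes passed at 5 DAF (4628 higher, 6354 lower), 17392 at 10 DAF (16119 higher, 1273 lower), 17046 between stages in *WYJ8* (831 higher, 16215 lower), 9387 in *RGB1Ri-5* (5787 higher, 3600 lower), and 16245 for the interaction (14430 higher). With a mean of at least 5 FPKM, 1477 genes were higher at 5 DAF, 300 were higher between stages in *WYJ8*, 2401 differed between stages in *RGB1Ri-5* (1254 lower), and 872 had a lower interaction.

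After the median-of-ratios rescaling, 3938 genes passed at 10 DAF (1986 higher, 1952 lower), 3096 between stages in *WYJ8* (1514 higher, 1582 lower) and 5220 for the interaction (2348 higher, 2872 lower). Of the factors of Supplementary Table 2, 26 were higher at 10 DAF. With quantile normalization, 3551 genes passed at 10 DAF (1917 higher, 1634 lower), 2653 between stages in *WYJ8* (1180 higher, 1473 lower) and 5441 for the interaction (2951 higher, 2490 lower), and 27 of the factors were higher and 5 lower at 10 DAF. With an equal total without the 100 highest genes, 4761 genes passed at 10 DAF (3468 higher, 1293 lower), 3866 between stages in *WYJ8* (864 higher, 3002 lower) and 6667 for the interaction (4801 higher). These 3 scalings moved the median of all genes at 10 DAF from 0.80 to 0.00, 0.06 and 0.30. With a pseudocount of 0.1, 10 factors were higher at 5 DAF.

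The mean position of the *RGB1Ri-5* 5 DAF libraries, -0.077, was -0.134 with a pseudocount of 0.1, -0.133 with a mean of at least 5 FPKM, -0.277 with median of ratios, -0.173 with quantile normalization, -0.159 without the 100 highest genes, and from -0.0996 to -0.0109 with a library left out. That of *RGB1Ri-5* at 10 DAF moved by less than the replicate SD under each alternative run.

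*Ubq* at 5 DAF, -0.92, was past the fold limit with quantile normalization (-1.12) and without the 100 highest genes (-1.06). At 10 DAF, 0.02 became -0.98 with median of ratios, -0.019 with quantile normalization and -0.61 without the 100 highest genes, and lay from -0.012 to 0.051 with a library left out. Its interaction, 0.94, became -0.16 with median of ratios and 0.45 without the 100 highest genes, and was 1.10 with quantile normalization and 1.09 with the equal total.

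*NFYB3* at 10 DAF reversed to -0.39, -0.45 and -0.087 with median of ratios, quantile normalization and without the 100 highest genes, and its interaction to -0.26 and -0.22 with median of ratios and quantile normalization. *NFYB4* at 10 DAF reversed to -0.16 and -0.28 and its interaction to -0.052 and -0.071 under the same 2 settings, and at 5 DAF it lay from -0.33 to 0.059 with a library left out. The interaction of *Os08g45110* reversed from -0.58 to 0.87 with a pseudocount of 0.1. Of 610 values of the other named genes under alternatives, including those just given, 558 kept their direction and side of the threshold, 36 were weaker, 5 stronger and 11 reversed. *OsNF-YB1* and *Os08g45110* kept both at 5 and at 10 DAF under each alternative.

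*NFYB3* and *NFYB4* had no value with a mean of at least 5 FPKM, and the interaction had none for the log2 ratio of mean FPKM or for only 6 libraries. The alternatives for the starch, auxin and product-name sets and for *RGB1* were not run. Since the depth is unknown, what it limits for genes of low FPKM could not be given.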

Differences from the paper's values

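No test in this part was chosen after its result was seen. At 5 DAF, the paper reports 3363 downregulated genes, and 2161 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (2706 genes), an equal total for every library (2490), an equal total without the 100 highest genes (2518) and the log2 ratio of mean FPKM (2754) brought the counts within 1.5 times of each other. The others did not.

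At 10 DAF, the paper reports 2832 upregulated genes, and 7811 were found here. The median-of-ratios rescaling (1986 genes), quantile normalization (1917) and an equal total without the 100 highest genes (3468) brought the counts within 1.5 times of each other, and the other alternatives did not. The paper does not say whether its test rescaled the libraries against each other beyond FPKM, so the source of this gap is unknown.

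For downregulated genes at 10 DAF, the paper reports 3398 and 716 were found here. None of the alternatives set before the data were examined closed this gap. The nearest was the median-of-ratios rescaling, with 1952 genes.

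The paper states that from 5 to 10 DAF the number of upregulated genes falls and that of downregulated genes rises. Here the upregulated genes rose from 2309 to 7811 and the downregulated fell from 2161 to 716. Of the 4 rescalings, the median of ratios gave both of the paper's directions, with upregulated genes falling from 2486 to 1986 and downregulated rising from 1822 to 1952. With quantile normalization both fell, from 2259 to 1917 and from 2199 to 1634. With an equal total the upregulated rose from 2391 to 10274 and the downregulated fell from 2490 to 691, and without the 100 highest genes they went from 2000 to 3468 and from 2518 to 1293.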

Other observations

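The tests of a few genes taking most of the FPKM, of the scaling and of delayed development for the position of *RGB1Ri-5* at 10 DAF, and of a mixed sample were chosen only after the result was seen.

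The 6 libraries of each comparison were split in other ways into 3 and 3, keeping all same-numbered pairs apart, which makes 4 splits with the real one. For 5 DAF, 10 DAF, the stages in *WYJ8* and the stages in *RGB1Ri-5*, 1 of the 4 splits, the real one, gave as many genes. The 6 other splits part only 1 same-numbered pair each and gave at most 1 gene. The 4 splits alone cannot give a share under 0.05. On simulated data of the same design, 3 unchanged genes were called between the genotypes at 5 DAF and 0 at 10 DAF. The real comparisons gave 4470 and 8527 genes. The simulation shows only how the procedure treats simulated libraries, so it cannot exclude a grouping by chance in the real ones. The comparisons between stages were not simulated, and there the other splits gave at most 1 gene, compared with 7613 and 3631. Each other split mixes libraries of both real groups, so a large real difference widens the spread within its groups. The low counts of the other splits therefore do not estimate how many genes would pass by chance.

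Most genes past the thresholds at 10 DAF were higher in *RGB1Ri-5*. The share of higher genes was 50.4% after the median-of-ratios rescaling. That rescaling brings the median fold change to 0 whatever the cause, so this value cannot show that a few genes taking most of the FPKM in *WYJ8* at 10 DAF lay behind the excess. With an equal total without the 100 highest genes, 72.8% were higher and the median was 0.30, compared with 91.6% and 0.80 as deposited. The excess was thus smaller but not gone, and a real shift in most genes cannot be told apart from the scaling.

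Between 10 and 5 DAF in *WYJ8*, 7613 genes passed both thresholds, 454 higher and 7159 lower at 10 DAF. In *RGB1Ri-5*, 3631 passed, 1624 higher and 2007 lower. With that rescaling these were 3096 and 3489 genes.

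The transcriptome of *RGB1Ri-5* at 10 DAF lay near that of *WYJ8* at 5 DAF. On the line from *WYJ8* at 5 DAF (0) to *WYJ8* at 10 DAF (1), the *RGB1Ri-5* libraries had a mean position of -0.077 ± 0.022 (SD, n = 3) at 5 DAF and -0.060 ± 0.218 (SD, n = 3) at 10 DAF, and the *WYJ8* libraries 0.015 ± 0.178 (SD, n = 3) and 0.982 ± 0.088 (SD, n = 3). The exact permutation p at 10 DAF was 0.1 (2-sided, n = 3 against 3), the smallest this design allows. Position did not separate the *RGB1Ri-5* stages, with means of -0.077 and -0.060, although their libraries had r of only 0.649 to 0.854 across genes. *RGB1Ri-5* at 10 DAF compared with *WYJ8* at 5 DAF had an exact p of 0.7. Between these groups 235 genes passed both thresholds, but 2 of the 4 splits that keep same-numbered pairs apart gave as many, the other with 396 genes. The highest mean position over the 4 rescalings was -0.069, so the scalings tried did not move *RGB1Ri-5* at 10 DAF toward *WYJ8* at 10 DAF. After the median-of-ratios rescaling 196 genes differed from *WYJ8* at 5 DAF, compared with 3938 from *WYJ8* at 10 DAF. These counts describe the same nearness to *WYJ8* at 5 DAF again and do not test its cause. The paper reports delayed caryopsis growth and slower dry matter gain early in filling in the *RGB1Ri* lines. That such a delay accounts for the position of *RGB1Ri-5* at 10 DAF stays a hypothesis. Whether the spread of the *RGB1Ri-5* 10 DAF replicates affects the count against *WYJ8* at 5 DAF was not tested. A delay along the *WYJ8* line alone leaves out *RGB1Ri-5* at 5 DAF, whose correlation with *WYJ8* at 5 DAF across genes was 0.652 to 0.737. Across genes, the genotype effect at 10 DAF had Pearson's r of -0.903 and Spearman's rho of -0.880 with the stage effect in *WYJ8*. Both effects share the *WYJ8* 10 DAF libraries, and genes are not independent replicates, so this only describes the data.

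Replicate 2 of *RGB1Ri-5* at 10 DAF had the highest correlations of its group with *WYJ8* at 5 DAF, up to 0.976 across genes, lay at position 0.186, with the others at -0.143 and -0.225, and had the highest FPKM of *OsNF-YB1* in its group. A mislabelled *WYJ8* sample would lack transcripts found only in *RGB1Ri-5*. Of the 13 genes expressed in the other *RGB1Ri-5* libraries and not in *WYJ8*, 13 (100%) were expressed in it, which goes against that. If *WYJ8* caryopses were mixed in, all genes expressed in *WYJ8* and not in the other *RGB1Ri-5* libraries would appear. Of 10 such genes, 5 were absent from it, which goes against a mixed sample. The highest of these 5 was at 13.6 to 18.4 FPKM in the *WYJ8* libraries and at most 0.0453 FPKM in any *RGB1Ri-5* library. The difference between replicate 2 and the other replicates was also compared with other differences. Across genes it had r = 0.625 with the difference of *WYJ8* at 5 DAF from *RGB1Ri-5* at 5 DAF, and 0.555 with the stage effect in *WYJ8*. The latter restates the position of replicate 2, and the former is a difference of genotype and not of stage, so neither value tests whether the caryopses were of unequal stage. No batch is given, so none could be tested.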
